A study of Mus musculus with 14 samples.

How the data were processed

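NKX2.2 is a homeodomain transcription factor and KLF4 a zinc-finger transcription factor. Chromatin immunoprecipitation followed by sequencing (ChIP-seq), which recovers DNA bound by a protein with an antibody against it, was performed for NKX2.2 in alphaTC6 cells, a mouse line of glucagon-producing pancreatic alpha cells. Per the labels' protocols, the cells were reverse-transfected for 48 h with a small interfering RNA (siRNA) against Klf4 or with a scrambled control siRNA, chromatin was sheared enzymatically, and libraries were made with an ultralow-input kit. The 14 samples form 4 groups by their titles: 4 scramble and 3 Klf4-knockdown NKX2.2 ChIP samples, and 4 scramble and 3 Klf4-knockdown input samples, which are sheared chromatin without immunoprecipitation.

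A single deposited table was analysed. It holds the authors' own comparison, made with csaw per the series' design text, and no column of values for any of the 14 samples. csaw counts reads in short windows along the genome, tests each window between groups and then combines neighbouring windows into regions. Each row of the table is such a region, and per the file headers it carries a position, the number of windows, a combined p-value and a best-window p-value, each with an adjusted value (false discovery rate, FDR), a direction and a log2 fold change of a representative window. The log2 fold changes were deposited by the authors with the normalization unstated. The p-values were deposited by the authors without a statement of the test's covariates. The aligner, genome build, window filter, removal of problem regions, and any use of the input libraries are not recorded in the labels or the file headers.

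The table does not say which group is the numerator of the fold change. Directions are therefore given as the table lists them, up for a positive and down for a negative log2 fold change, and are not translated into gain or loss upon Klf4 knockdown. The designs fixed before the data were examined had spoken of regions lower and higher in the knockdown; these results are reported as regions listed as down and up.

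Several properties were read from the values. Starts lie on a 50 bp grid, single-window regions are 10 bp wide, and the smallest gap between neighbouring regions on a chromosome is 1040 bp. Both deposited FDR columns equal a Benjamini-Hochberg adjustment of the deposited p-values over all 6758 regions. Because read counts and library sizes were not part of the table, the depth per sample is unknown, no replicate spread can be given, and each p-value is the authors' own.

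Gene names came from a RefSeq gene table of assembly GRCm38.p6. Since the labels name no build, its fit was checked. At the deposited coordinates, 1546 region midpoints lay within 500 bp of an end of a protein-coding gene. When all coordinates were shifted by 10, 100 or 1000 kb in either direction, between 155 and 230 did. Coordinates are printed as the authors' table gives them, and gene names rest on this inferred match. Each region was assigned to the nearest of 21896 protein-coding genes, which was possible for the 6726 regions on assembled chromosomes. A region counted as in a gene if it overlapped the gene's bounds at all, so part of it may lie outside. The gene table gives gene bounds without strand or exons, so distances were taken to the nearer end of a gene, whichever end that is, in place of the planned transcription start, and exons, introns and untranslated regions were not distinguished.

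From the table were computed the number of regions at an FDR of 0.05 or lower, their split by direction with 95% Wilson intervals, the median log2 fold change with a 95% interval from its order statistics, and a two-sided Fisher's exact test of the share of changed regions within 3 kb of a gene end. A list of 20 genes linked to alpha-cell identity, fixed before the data were examined, was compared with all other genes by a two-sided Fisher's exact test. Intervals and tests over regions describe this table; regions are not replicates. The regions named in the text follow a rule set before the data were examined: the 3 listed as down and the 3 listed as up with the smallest FDR, plus the genes of the fixed list, some of which are not reported here by name. Alternatives covered the FDR threshold, a minimum absolute log2 fold change of 1, filters on window number, width and chromosome with the FDR recomputed over the regions kept, merging of neighbouring regions, and the best window in place of the representative one.

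The planned count test on windows was not run, because the table holds no counts per library. The functions were tested on simulated data laid out on the 6758 regions. Each region received an independent normal value, and 200 changed regions were shifted by a large fixed amount. Of these, 100% were recovered at an FDR of 0.05, and 6.54% of calls were false. Recovery followed from the size of the shift, so this checks only the adjustment and counting. It does not give the sensitivity or error rate of the authors' comparison. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Input samples and per-library values were not analysed here.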

Results

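The question was whether genomic occupancy of NKX2.2 changes when Klf4 is knocked down in alpha cells. The authors' comparison of Klf4-knockdown and scramble-control NKX2.2 ChIP-seq in alphaTC6 cells was examined region by region. The labels give 3 knockdown and 4 scramble ChIP samples, but which of them entered the comparison is not stated. The authors' deposited table listed 6758 regions that combined 26762 windows. The median region was 110 bp wide and held 3 windows. Widths ranged from 10 to 22510 bp, and 805 regions consisted of a single window. All p-values, FDR values and log2 fold changes below are those of the authors' csaw comparison, for which the depth of the libraries is unknown. Fold changes have no replicate error of their own in the table, so whether a region differed by more than the spread between cultures is given by its FDR alone.

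Across all 6758 regions, the log2 fold change in the authors' deposited table was centred close to 0. Its median was 0.04 (95% interval 0.03 to 0.05), and it ranged from -1.92 to 1.62. It was positive in 3840 regions, or 56.8%, and negative in 2918. The direction column of the same table named 3188 regions up, 2257 down and 1313 mixed. With the best window in place of the representative one, the median was 0.15. An unadjusted p-value under 0.05 was listed for 759 regions, where 338 would fall by chance if no region differed and p-values were uniform.

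At an FDR of 0.05, 92 of the 6758 regions differed between the knockdown and scramble ChIP samples. Of these, 52 were listed as up and 40 as down, a down share of 43.5% (95% Wilson interval 33.8 to 53.7%). None of the 92 was listed as mixed. The split depended on the threshold. At an FDR of 0.01, 40 regions remained, with 24 listed as down and 16 as up, whereas at an FDR of 0.1 there were 156, with 61 listed as down and 95 as up. Requiring an absolute log2 fold change of at least 1 left 33 regions, 18 of them listed as down. Among the 92 regions, log2 fold changes ran from 0.37 to 1.62 in those listed as up, with a median of 0.66. In those listed as down they ran from -1.92 to -0.27, with a median of -0.98.

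**Figure D1:**
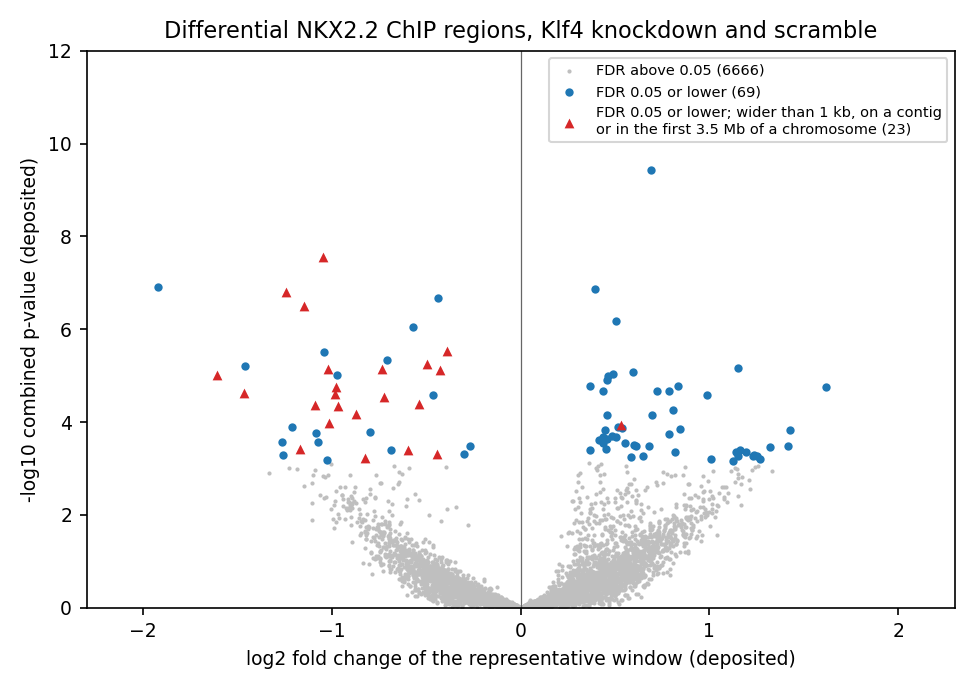
Deposited log2 fold change of each region's representative window (x axis) against the negative log10 of its deposited combined p-value (y axis), one point per region. Grey points are the 6666 regions above an FDR of 0.05; among the 92 at or below it, red triangles mark the 23 that were wider than 1 kb, on an unplaced contig or in the first 3.5 Mb of a chromosome, 22 of them on the negative side, and blue circles mark the other 69.

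The changed regions differed in size and place by direction. Regions listed as down had a median width of 510 bp and regions listed as up of 235 bp. Of the 40 listed as down, 17 were wider than 1 kb, 8 lay on unplaced contigs and 7 lay in the first 3.5 Mb of a chromosome. At least one of these held for 22 of the 40, or 55.0%. It held for 1 of the 52 listed as up, a region wider than 1 kb (two-sided Fisher's exact test over regions, p = 2.13e-09). These limits were chosen after the values were seen. With such regions left out and the FDR recomputed, 54 regions passed, 15 listed as down and 39 as up.

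Fold change varied little with the number of windows except in the most extended regions. The median log2 fold change was 0.03 in the 805 single-window regions and 0.13 in the 465 regions of 7 to 10 windows. All 20 regions with over 30 windows had negative values, with a median of -1.0. Those 20 regions held 1371 of the 2051 windows that the authors' deposited table counted as down, or 66.8%.

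**Figure D2:**
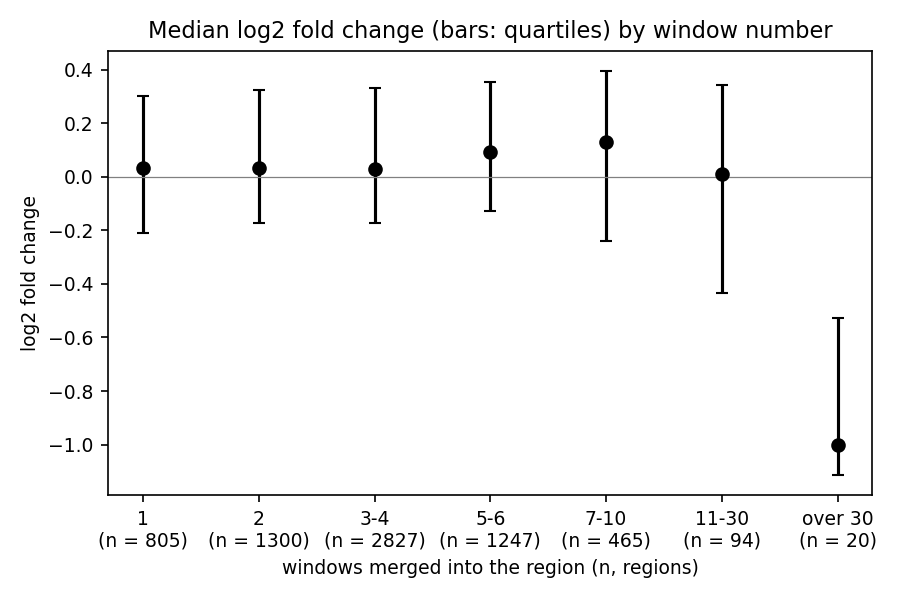
Median log2 fold change (points) with the lower and upper quartile (bars) for regions grouped by the number of windows merged into them (x axis, with the number of regions). The medians lie between 0.01 and 0.13 in the groups with up to 30 windows and at -1.0 in the 20 regions with over 30 windows.

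Among regions listed as up, the smallest FDR in the authors' deposited table, 2.5e-06, belonged to a 260 bp region on chromosome 6 from 71728401 to 71728660. It overlaps Reep1, had a log2 fold change of 0.69, and 4 of its 6 windows were counted as up. The next, on chromosome 5 from 24078851 to 24079160, lies outside any protein-coding gene and nearest to Klhl7. The deposited table gave it a log2 fold change of 0.40 and an FDR of 0.00022. The third lies on chromosome 6 from 119179801 to 119180210 and overlaps both Dcp1b and Cacna1c. Its deposited log2 fold change was 0.51, at an FDR of 0.00055.

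Among regions listed as down, the smallest FDR in the authors' deposited table was 9.2e-05. The region with this FDR lay on chromosome 11 from 3184201 to 3200060 and overlapped Sfi1. It was 15860 bp wide and its log2 fold change was -1.05, with 280 of its 316 windows counted as down. A second region, on chromosome 1 from 171562301 to 171562310 and overlapping Cd244a, consisted of 1 window. Its log2 fold change of -1.92 in the deposited table was the lowest of all regions, at an FDR of 0.00022. The third, on chromosome 2 from 3050101 to 3050460, lies in the first 3.5 Mb of the chromosome, outside any protein-coding gene and nearest to Fam171a1. The authors' deposited table listed all 8 of its windows as down, with a log2 fold change of -1.24 and an FDR of 0.00022. In each of these 6 regions the best-window FDR equalled the combined FDR.

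**Figure D3:**
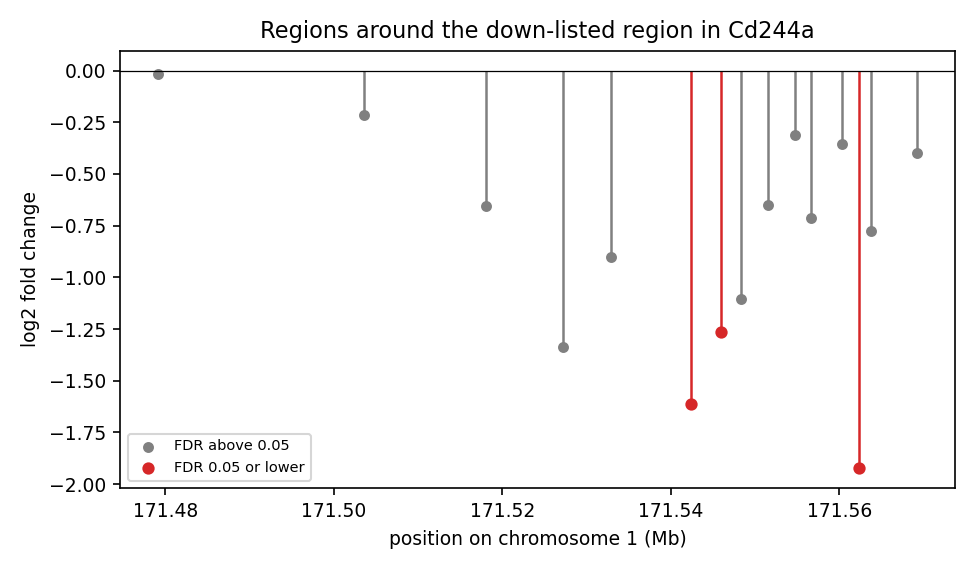
Deposited log2 fold change (y axis) of the 15 regions listed within 100 kb of the down-listed region that overlaps Cd244a on chromosome 1. Each is drawn at its midpoint (x axis, Mb). Red marks the 3 regions at an FDR of 0.05 or lower, among them the one overlapping Cd244a at -1.92. Grey marks the others, and all 15 values are negative.

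Changed regions were found on 15 assembled chromosomes among those listed as down and on 16 among those listed as up. Chromosome 1 held 14 changed regions and chromosome 6 held 11, of which 9 were listed as up. Both also had the most listed regions, 746 and 646, of which 1.88% and 1.70% changed. The changed share was higher on chromosome 9 (3.38%) and chromosome 12 (2.33%). Regions listed as down were most frequent on chromosome 1 (6), chromosome 2 (6) and chromosome 9 (5), and a single unplaced contig carried 5 more. Some of these were close neighbours: merging changed regions within 10 kb left 31 listed as down and all 52 listed as up. Gene bodies of protein-coding genes overlapped 26 of the 52 regions listed as up and 14 of the 32 listed as down that lay on assembled chromosomes.

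The place of changed regions relative to genes was compared between directions. A protein-coding gene end lay within 3 kb of 7 of the 32 annotated regions listed as down (21.9%) and of 7 of the 52 listed as up (13.5%). This difference did not pass a two-sided Fisher's exact test over regions (odds ratio 1.80, p = 0.372). With the limit at 1 kb, the counts were 6 of 32 and 1 of 52 (odds ratio 11.8, Fisher's exact p = 0.0111). With the limit at 10 kb, they were 12 of 32 and 26 of 52, and the direction reversed (odds ratio 0.60, Fisher's exact p = 0.367).

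Finally, 20 genes linked to alpha-cell identity were examined, including Klf4 and Nkx2-2 themselves. For 14 of them at least 1 listed region lay nearest to the gene, among them Klf4, Nkx2-2, Gcg, Irx1, Irx2, Pax6, Isl1, Foxa2, Rfx6, Ttr, Slc38a5, Pcsk1 and Pcsk2. No listed region lay nearest to the remaining genes, which include Pou3f4, Foxa1, Neurod1 and Insm1. The 14 genes had 43 regions, 19 of them overlapping or within 10 kb of the gene. None of the 43 reached an FDR of 0.05 over all regions, where the smallest value in the authors' deposited table was 0.238. None did when the adjustment was made over these 43 alone, where the smallest was 0.303. An unadjusted p-value under 0.05 was listed for 5 of the 43, with 2.15 expected if p-values were uniform. Over the whole table, 759 of the 6758 regions had such a p-value, a similar share. An excess particular to the list was therefore not shown. By comparison, 79 of the 4541 genes with a listed region were nearest to a changed one (0 of 14 against all others, two-sided Fisher's exact test, p = 1.0). At that rate 0.24 of the 14 genes would be, so the count of 0 was to be expected by chance.

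At Gcg, which encodes glucagon, the 1 listed region lay on chromosome 2 from 62483551 to 62484210 and overlapped the gene. Its log2 fold change in the authors' deposited table was -0.54, with a p-value of 0.0615 and an FDR of 0.490. For Nkx2-2, 3 regions overlapped the gene. Their deposited log2 fold changes were 0.45, 0.18 and -0.44, with FDR values of 0.654 or higher. Within 10 kb of Klf4 there were 2 regions, at -0.08 and 0.45, with FDR values in the deposited table of 0.866 or higher. The smallest p-value in the list, 0.0131, belonged to a region farther than 10 kb from Pcsk1, with a log2 fold change of 0.42 and an FDR of 0.238. With no library depth in the table, a difference at these genes was not detected here, and the size of difference that could have been detected is unknown.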

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

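The table holds no values per library, so leaving out replicates, another normalization, DESeq2, a low-count filter and other splits of the samples were not run. No paired analysis was possible because the table names no sample and carries no replicate numbers. Unless a sentence says otherwise, the alternatives were chosen before the data were examined.

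The number of changed regions, 92, moved with the threshold. An FDR of 0.01 gave 40 regions, 24 listed as down and 16 as up, and the down share rose from 43.5% to 60.0%. An FDR of 0.1 gave 156, of which 61 were listed as down and 95 as up. An absolute log2 fold change of at least 1 left 33, of which 18 were listed as down and 15 as up, a down share of 54.5%. The Wilson intervals of the shares at an FDR of 0.01 and with the fold-change minimum overlap that of the main share. Both sets are part of the 92, so this overlap does not test whether the split depends on the threshold.

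Filters on window number, width of at least 100 bp and autosomes, and merging within 10 kb, gave between 79 and 90 regions and down shares between 37.3% and 44.7%. Of the 90 regions that passed with the width filter, 81 were among the original 92. Merging within 1 kb, leaving out mixed regions and taking the direction from the best window gave the same 92 regions and split; no changed regions lay that close together and none was mixed, so the first 2 of these could not move it.

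Among alternatives chosen after the data were seen, leaving out only regions on unplaced contigs gave 80 regions, 31 listed as down (38.75%). Leaving out regions wider than 1 kb gave 61 regions, 19 listed as down (31.1%). Leaving out contigs and chromosome starts as well gave 54 regions, 15 listed as down (27.8%). The count listed as up fell less, from 52 to 49, 42 and 39 in these alternatives. The best-window p-value gave 81 regions, all of them among the 92. Both p-values come from the same windows, so this overlap is not independent support. For the 6 named regions the best-window FDR equalled the combined FDR, so this alternative could not move them. The 4 of these that the combined filter did not remove kept an FDR under 0.05 with that filter.

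The median log2 fold change of 0.04 became 0.15 with best windows. Over regions at an FDR of 0.05 it was 0.44 (95% interval -0.43 to 0.51), and over those at 0.01 it was reversed, at -0.48 (-0.97 to 0.44). Both intervals span 0. The second set is part of the first and both hold calls of either sign, so these medians only restate the split of up and down calls. The gene-end comparison, at an odds ratio of 1.80 (Fisher's exact p = 0.372), passed 0.05 with a 1 kb limit (11.8, p = 0.0111), and reversed with a 10 kb limit (0.60, p = 0.367) and at an FDR of 0.01 (0.78, p = 1.0). With the ends of all genes, an alternative chosen after the data were seen, it was 2.55 (Fisher's exact p = 0.0811). Over its 6 alternatives Fisher's exact p ran from 0.0111 to 1.0. No gene of the fixed list had a changed region under any of its 4 alternatives, but chance would give only 0.083 to 0.41 such genes, so these counts of 0 show neither absence nor stability. The causes of these changes were not tested, and unknown depth limits every statement that a region did not change.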

Other observations

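All tests in this part were chosen after the pattern was seen, and regions are not independent replicates. No explanation that needs read counts, input libraries, GC content or a list of problem regions was open to testing, so none of the patterns below is called biological.

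The calls listed as down were concentrated in extended regions, unplaced contigs and chromosome starts, which held 156 of the 6758 regions but 22 of the 40 such calls. Of the 32 regions on 13 unplaced contigs, 30 had a negative log2 fold change. In mouse assemblies such places often hold collapsed repeats, where reads from many copies pile up with or without an antibody. The hypothesis that high-signal repeat loci account for the calls listed as down was examined by leaving these regions out: 15 calls were left, all of them among the original 40. Because the limits were set after the regions had been seen, that drop cannot decide the matter. The 15 calls left were not shown to lie outside repeat loci; some of them, at Itln1 and Cd244a, sit among wide regions on chromosome 1. The lean was not confined to regions that passed the threshold. Among regions above an FDR of 0.05, 81 of 133 of this kind were negative (60.9%) against 2797 of 6533 others (42.8%; two-sided Fisher's exact test, p = 4.06e-05, odds ratio 2.08). A candidate explanation is a difference in ChIP enrichment between the 2 groups that the normalization left in place, so that background-rich loci move one way and enriched sites the other. It predicts that among the other 6602 regions those with more windows have higher values. Across these regions Spearman's rho was 0.0507 (permutation p = 0.001, the smallest that 1000 permutations can give), a weak relation of the predicted sign that a real redistribution of binding might equally give. The pattern cannot be told apart from either explanation. Removing such loci and comparing the ChIP with the input libraries would be the next check.

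Regions at gene ends leaned toward negative values and distal regions toward positive ones. On chromosomes 1 to 19 and X, the 1782 regions within 1 kb of a protein-coding gene end had a median log2 fold change of -0.05, with 58.3% negative, against 0.10 and 37.4% in the other 4943. The difference of medians was -0.15 (permutation within chromosomes, p = 0.0001, the smallest that 10000 permutations can give). The median passed through 0.04 at 1 to 3 kb to 0.11 at 3 to 10 kb and 0.11 beyond 10 kb. The difference was -0.14 with a limit of 0.5 kb and -0.13 with 3 kb. Leaving out the extended, contig and chromosome-start regions gave -0.15, but these are too few to move such a median and only stand in for high-signal repeat loci, so repeats remain open as a source. The number of windows per region was tested by comparing within classes of equal number, which gave -0.16. Dependence on a few chromosomes was tested too, and the median was lower near gene ends on 20 of 20 chromosomes (exact two-sided sign test, p = 1.9e-06). Neither window number nor a few chromosomes accounts for the pattern. It may reflect a shift of NKX2.2 signal between gene ends and distal sites, but an enrichment difference between groups, with open chromatin at gene ends acting as background, would look the same, as would a GC bias, which was not tested. Among changed regions at the same 1 kb limit, 6 of 32 annotated regions listed as down and 1 of 52 listed as up lay near a gene end (Fisher's exact p = 0.0111), while at 3 kb it was 7 of 32 and 7 of 52 (Fisher's exact p = 0.372).

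On chromosome 1, 17 neighbouring regions from 171410951 to 172082810 were all negative, with a median log2 fold change of -0.66 and 3 at an FDR of 0.05. The 3 regions at that FDR had Itln1 or Cd244a as their nearest gene. The explanation tested was chance order of signs: shuffling the signs within each of the 20 chromosomes gave a negative run as long on any of them in a share of 0.0027 of 10000 shuffles, with a median longest run of 10. The longest run of positive values was 18 regions, on X, and positive runs as long on any chromosome arose in a share of 0.179 of shuffles. Neighbouring regions may share signal, which the shuffling does not allow for. A local difference in copy number between cultures, or a cluster of repeats, would also give such a run. Neither was tested, and the input libraries would separate them from a change of binding.

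Chromosomes 14 and X carried few listed regions. They had 85 and 84, or 10 and 8.70 per 100 protein-coding genes, against 17.2 to 62.0 on the other 18 chromosomes, so gene content of the chromosomes does not account for the low numbers. Fewer copies of both chromosomes in this cell line may do so, since windows with fewer reads would pass an abundance filter less often; this was not tested. Their median log2 fold changes, 0.13 and 0.21, were above the 0.01 to 0.11 of the others. Shuffling within classes of gene-end distance and window number, which tests the mix of gene-end and distal regions and of window numbers, gave a joint median as high as 0.20 in a share of 0.0012 of 10000 shuffles. The 2 chromosomes were picked for their medians, so this share overstates the case. Tested one by one over all 20 chromosomes, none passed a Benjamini-Hochberg adjustment; the smallest adjusted permutation p was 0.110, for X (unadjusted 0.0074) and for chromosome 3 (unadjusted 0.011). Chromosome 14 alone had an unadjusted permutation p of 0.304 (adjusted 0.561), so the joint result is carried mainly by X. Across the 20 chromosomes, regions per 100 genes and median fold change gave Pearson's r = -0.52 (permutation p = 0.0233) and Spearman's rho = -0.31 (permutation p = 0.174). Pearson's r was -0.55 without chromosomes 1 and 6, the 2 farthest from the median, and -0.14 without chromosomes 14 and X (permutation p = 0.610), so the relation rests on those 2 chromosomes.

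The distribution of the deposited combined p-values was raised at both ends. There were 759 values under 0.05 and 458 above 0.95, against 230 between 0.45 and 0.5. A uniform distribution would give 338 in each interval. The cause of the excess near 1 was not tested.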
